# Melanisation of *Aspergillus terreus*—Is Butyrolactone I Involved in the Regulation of Both DOPA and DHN Types of Pigments in Submerged Culture?

**DOI:** 10.3390/microorganisms5020022

**Published:** 2017-05-04

**Authors:** Elina K. Palonen, Sheetal Raina, Annika Brandt, Jussi Meriluoto, Tajalli Keshavarz, Juhani T. Soini

**Keywords:** *Aspergillus terreus*, filamentous fungi, pigment, melanin, butyrolactone I, transcriptome sequencing, gene expression, NR-PKS cluster

## Abstract

Pigments and melanins of fungal spores have been investigated for decades, revealing important roles in the survival of the fungus in hostile environments. The key genes and the encoded enzymes for pigment and melanin biosynthesis have recently been found in Ascomycota, including *Aspergillus* spp. In *Aspergillus terreus*, the pigmentation has remained mysterious with only one class of melanin biogenesis being found. In this study, we examined an intriguing, partially annotated gene cluster of *A. terreus* strain NIH2624, utilizing previously sequenced transcriptome and improved gene expression data of strain MUCL 38669, under the influence of a suggested quorum sensing inducing metabolite, butyrolactone I. The core polyketide synthase (PKS) gene of the cluster was predicted to be significantly longer on the basis of the obtained transcriptional data, and the surrounding cluster was positively regulated by butyrolactone I at the late growth phase of submerged culture, presumably during sporulation. Phylogenetic analysis of the extended PKS revealed remarkable similarity with a group of known pigments of *Fusarium* spp., indicating a similar function for this PKS. We present a hypothesis of this PKS cluster to biosynthesise a 1,8-dihydroxynaphthalene (DHN)-type of pigment during sporulation with the influence of butyrolactone I under submerged culture.

## 1. Introduction

The filamentous fungi of *Aspergillus* species are known to cause several diseases and to contain pathogenic features with objects ranging from plants to humans. These fungal features include resistance to environmental damage sources such as UV, heat, detergents, phagocytosis and antimicrobial drugs. One of the factors involved in these antagonistic properties is fungal sporulation and the corresponding resistance improving characteristics of the spores, including pigments and melanins [1,2,3,4,5,6]. The biosynthesis pathways of fungal pigment and melanin polymers have been divided into two classes, DHN (1,8-dihydroxynaphthalene) or DOPA (3,4-dihydroxyphenylalanine) pathways. The classification of these types is, however, diverged into two methods, either based on the identification of the pathway intermediates, or on the observed effects of applying specific intermediate enzyme inhibitors. Specifically, the DHN classification is either based on the identification of naphthopyrone precursors or on the effect of inhibitors—tricyclazole or phthalide—targeted to hydroxynaphthalene reductase with classical short-chain dehydrogenase/reductase (SDR) and Rossmann fold domains. The biogenesis of this type of melanin usually begins with polyketide synthesis, followed by tailoring steps and polymerisation. The classification of the other melanin type, DOPA, is based on the presence of tyrosine or 3,4-dihydroxyphenylalanine precursors, or on the involvement of tyrosinase enzyme, indicated with inhibitors kojic acid and tropolone. The resulting melanin intermediates of this DOPA pathway are commonly polymerised as well [6,7,8,9,10]. So far, the biosynthesis and polymerisation pathways as well as the specific morphological locations of diverse pigments are still unrevealed concerning many filamentous fungi. However, both DHN-type of conidial pigments and DOPA-type of melanins have been discovered in few *Aspergillus* species, although the DHN-type of pigments are presumed to be more common [6,11,12,13,14].

The key enzymes in producing pigments and melanins in *Aspergillus terreus* have been searched for in several studies with no resulting identifications regarding polyketide synthases (PKS) [14,15,16], as far as we know. In contrast, a non-ribosomal peptide synthetase (NRPS)-like enzyme MelA was revealed to synthesise an uncommon aspulvinone E-derived Asp-melanin together with a tyrosinase TyrP [17,18], indicating the production to be of DOPA-type. Nevertheless, the pigmentation pathways of *A. terreus* are still mysterious, being only partially discovered. Pal et al. demonstrated the presence of a DHN-type of pigment using specific inhibitors, both on static culture as well as in submerged growth conditions [14]. Intriguingly, Schimmel et al. reported increased sporulation along with secondary metabolism of *A. terreus* in submerged culture conditions, as a result of supplementing butyrolactone I, which was later implicated as a quorum sensing inducing molecule in *A. terreus* [19,20,21]. Butyrolactone I was recently suggested to be involved in the gene expression control of the key regulators of conidiation (*brlA*, *abaA* and *wetA*) as well as the global regulator *laeA* [22] in accordance with the previous study of Schimmel et al. [19]. However, pigmentation has not been examined in the same growth conditions, to our knowledge.

In this study, we describe a potential, non-reducing polyketide synthase (NR-PKS) with a non-canonical domain structure within Aspergilli, and the surrounding gene cluster, which were revealed through an in-depth analysis of the recently sequenced transcriptome of *A. terreus* strain MUCL 38669 [22]. The gene cluster transcripts appeared to be only partially annotated in the *A. terreus* strain NIH2624, leading to a further examination of the transcripts. We present a hypothesis of the function for this gene cluster to be involved in a DHN-type pigmentation pathway, in advance of the necessary further investigations. We display the transcriptional levels and gene expression profiles of both the known DOPA-like as well as the suggested DHN-like pigment clusters during the developmental growth phases of the submerged *A. terreus* culture. We suggest that butyrolactone I, as an indicated quorum sensing molecule, plays a regulative role in the pigmentation processes based on large-scale gene expression and whole transcriptome sequencing results.

## 2. Materials and Methods

### 2.1. Strain, Chemicals and Culture Conditions

All culture materials, including the *Aspergillus terreus* strain MUCL 38669, are the same as was used previously [20,21,22]. *A. terreus* MUCL 38669 was cultured under shaken, submerged growth conditions in three biological replicates for nine days. The growth conditions were the same as in previous studies of secondary metabolism [20,21]. Shortly, *A. terreus* MUCL 38669 spores were maintained on yeast and malt extract (YME) agar slants. Collected spores (final concentration $10^{7}$/mL) had been incubated in 100 mL of inoculation medium for 25 h at 27 ℃. In addition, 100 mL of glucose, peptonised milk, yeast extract and lactose containing (GPY-L) production medium (pH 7.4) was inoculated with 10 mL of the inoculation medium and incubated at 27 ℃ for 216 h.

#### Addition of Butyrolactone I

Exogenous butyrolactone I was added at 24 h, 96 h and 120 h post inoculation (test sets 1, 2 and 3, respectively) and each of the test sets as well as the control set (no butyrolactone I added) were sampled at 24 h, 48 h, 96 h, 120 h, 144 h and 216 h post inoculation. The exogenous butyrolactone I was dissolved in ethanol and added to the test cultures to a final concentration of 100 nM.

### 2.2. Gene Expression Analysis Using Microarrays

The total RNA was derived from a previous study [20] where *A. terreus* mycelia was sampled at the 6 time points and was stored at −80 ℃. The microarray gene expression data was obtained and analysed as described in our related study [22]. The analysis contained one unusual step regarding the 60-mer oligonucleotide microarray probes that had been designed based on the available genomic sequence of strain NIH2624 [23]. Additional bioinformatic steps were applied to exclude the unreliable probes by alignment based filtering using BLASTN software (version 2.2.29+, National Centre for Biotechnology Information (NCBI), Bethesda, MD, USA) [24,25] prior to the further deep analysis, due to the observed nucleotide-level differences between the *A. terreus* strains NIH2624 and MUCL 38669 (details in our related study [22]). 

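The arrays of this experiment hold 20798 gene probes of 60 nucleotides, each on 2 spots. Of these probes, 14675 belong to 7338 pairs that share at least 20 nucleotides, and in 4422 of the pairs the probes lie 1 nucleotide apart, so that 4 spots read nearly the same sequence. One array was hybridised per culture and sampling time, which gave 72 arrays in 24 groups of 3. The spot signals were compared as log2 values relative to the 75th percentile of their array. The median SD between the 2 spots of a probe on one array was 0.09 (log2) over 18159 probes. Between the 2 probes of a pair on one array, after removing their mean difference, the median SD was also 0.09 (6251 pairs). Between the 3 cultures of a group, with the SD of each probe pooled over the 24 groups, the median SD was 0.39, larger than both, and the probes at the tenth and ninetieth percentiles had SDs of 0.21 and 0.78. The group with the smallest median SD, 0.17, was the one with butyrolactone I added at 120 h and sampled at 96 h. In the group with addition at 24 h and sampling at 96 h it was 0.57, the largest of the 24 groups, and in the group with addition at 96 h and sampling at 144 h it was 0.42. The other 22 groups had median SDs of 0.17 to 0.36, below the pooled value. On the array of replicate 1 with addition at 24 h and sampling at 96 h, 98.3% of the probes were well above background, whereas the other 71 arrays had between 69.7% and 88.7%. No pair of arrays among 2556 had identical signals, and Pearson's r across probes, which are not independent replicates, was between 0.881 and 0.996 for arrays of the same group.

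**Figure D1:**
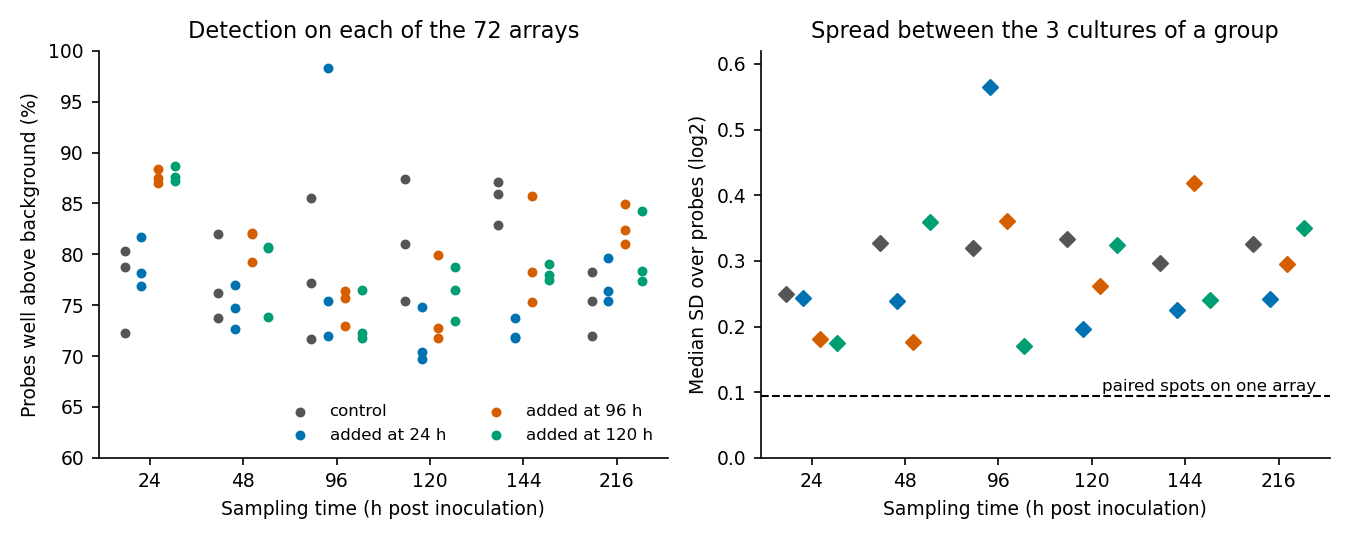
Left, percentage of probes well above background on each of the 72 arrays by sampling time, with 1 point per array and colours for the sets. Right, median SD over probes (log2) between the 3 cultures of each group, with the median SD between paired spots as a dashed line at 0.09. The 24 groups lie between 0.17 and 0.57, all above the line.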

The microarray experiment was performed in three biological replicates and in four technical replicates on probe level. 

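Each test set was compared with the control of the same sampling time by limma, with the 24 groups in one model, on the 18159 probes that were well above background on the 3 arrays of at least 1 group. The alignment-based exclusion of probes was not applied here. A probe was counted as changed at an adjusted p (Benjamini-Hochberg) under 0.05 with a log2 fold change beyond 0.5 in either direction. When butyrolactone I was added at 24 h, 1073 probes had changed at 24 h, the hour of addition, 2889 at 48 h, 2246 at 96 h, 4674 at 120 h, 7200 at 144 h and 6368 at 216 h. The last count consists of 3446 probes with a higher and 2922 with a lower signal than in the control. When it was added at 96 h, limma called 0 probes at 24 h and 806 at 48 h, sampled before the addition, 0 at 96 h, the hour of addition, and 2291 at 120 h, 44 at 144 h and 2199 at 216 h (1087 higher and 1112 lower). When it was added at 120 h, limma called 105 probes at 24 h, 0 at 48 h and 0 at 96 h, sampled before the addition, 640 at 120 h, the hour of addition, 0 at 144 h and 5124 at 216 h (2790 higher and 2334 lower). The paper does not state whether samples of the hour of addition were taken before or after it. In the comparisons with 0 calls by limma, 720 and 618 probes of the former set and 2088, 2244 and 2296 of the latter had an unadjusted p under 0.05. The median log2 fold change over all probes was between -0.11 and 0.19 in the 18 comparisons. For a changed probe with a partner in an overlapping pair, the partner had mostly changed the same way. At 216 h this held for 3944 of 4454 such probes (88.5%) with addition at 24 h, 1224 of 1555 (78.7%) with addition at 96 h and 3070 of 3566 (86.1%) with addition at 120 h.

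**Figure D2:**
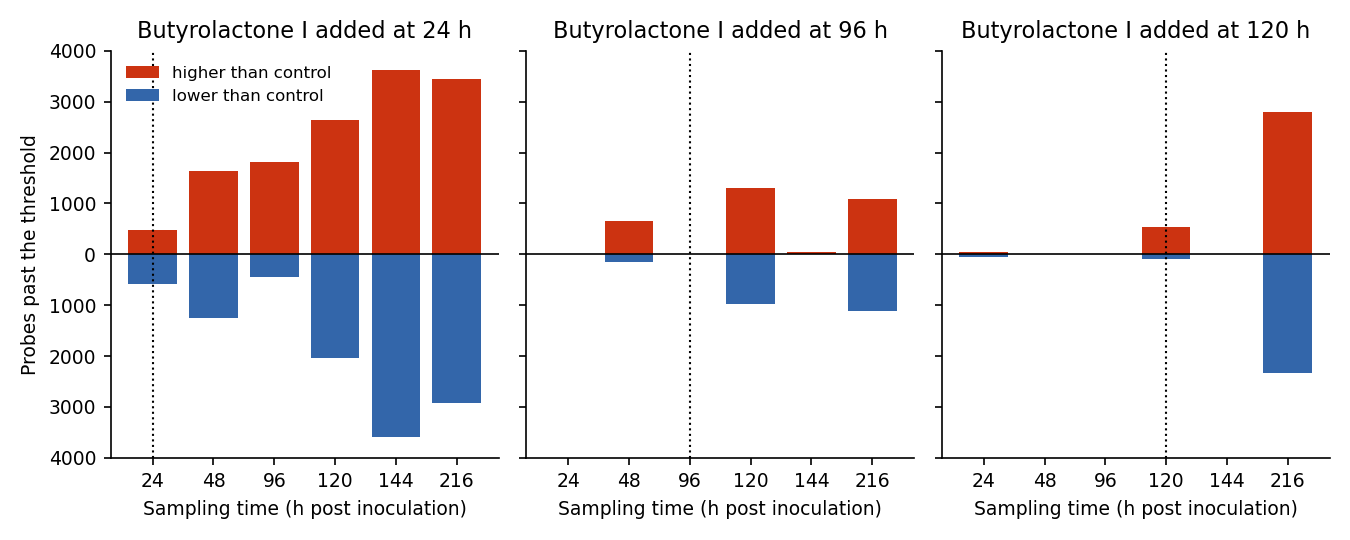
Number of probes higher (upwards) and lower (downwards) than the control of the same sampling time, in 1 panel per set, with the hour of addition as a dotted line. At 216 h the counts are 3446 higher and 2922 lower with addition at 24 h, 1087 and 1112 with addition at 96 h, and 2790 and 2334 with addition at 120 h.

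Control replicates 2 and 3 and the cultures with addition at 96 h were hybridised to arrays of an original design, whereas control replicate 1 and, from 48 h on, the cultures with addition at 24 h and 120 h were hybridised to a modified design. Within one design, which leaves 1 or 2 control arrays per comparison, the counts at 216 h were 293 with addition at 24 h (10 higher and 283 lower), 3970 with addition at 96 h and, by limma, 0 with addition at 120 h, where 1698 probes had an unadjusted p under 0.05. With the design as a covariate instead, they were 5497, 2345 and 3903. With the slide that carried the arrays as a fixed block, they were 2898 with addition at 24 h and 154 with addition at 120 h. That fit ties these sets to the control only through replicate 1 at 48 h and 96 h with addition at 24 h, which shared a slide with control arrays. The latter is the array with 98.3% of probes well above background, and no such fit was run without it. From only the arrays of the groups compared, limma called 0 with addition at 96 h and 120 h, where 4237 and 5257 had an unadjusted p under 0.05. Leaving out a replicate number, of the control or of all treated sets together and at all sampling times, also changed the counts at 216 h. Without control replicate 3, 3585 probes had changed with addition at 24 h. For addition at 96 h limma called 0 probes without treated replicate 2, where 3250 had an unadjusted p under 0.05, and 4 without control replicate 3. For addition at 120 h the count was 779 without treated replicate 2. Over all sampling times, 16 of the 18 counts changed by more than 1.5 times when 1 replicate number was left out.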

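Among the probes past these thresholds at 216 h with addition at 24 h, those well above background on the 3 arrays of both groups, with the treated arrays all on one side of the control arrays, were ranked by the size of the change. This left 2711 probes that were higher and 2402 that were lower than the control at 216 h, and the first 2 of each are given. Higher and lower refer to the control of that time and not to a change over time. The array files list probes by identifiers without a gene name, so no gene is assigned to them here. Values are log2 signals relative to the array's 75th percentile, as mean ± SD (n = 3 cultures), with standard errors and adjusted p from limma. Probe CUST_5902_PI351404640, of sequence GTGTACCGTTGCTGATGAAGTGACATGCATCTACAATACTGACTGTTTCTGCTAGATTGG, was at -0.31 ± 0.78 in the treated and -4.10 ± 0.27 in the control cultures, a log2 fold change of 3.79 (SE 0.80, limma adjusted p = 0.00023). Probe CUST_19746_PI351404640, of sequence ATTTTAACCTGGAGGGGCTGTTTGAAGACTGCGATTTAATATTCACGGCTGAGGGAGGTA, was at -0.53 ± 0.97 and -4.21 ± 1.81, a log2 fold change of 3.68 (SE 1.05, limma adjusted p = 0.005), and a probe that shares 59 nucleotides with it had a log2 fold change of 3.65. Probe CUST_15933_PI351404640, of sequence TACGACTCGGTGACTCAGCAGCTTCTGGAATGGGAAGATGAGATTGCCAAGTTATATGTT, was at -2.40 ± 1.78 and 3.43 ± 0.71, a log2 fold change of -5.83 (SE 1.02, limma adjusted p = 1.7e-05). Probe CUST_15930_PI351404640, of sequence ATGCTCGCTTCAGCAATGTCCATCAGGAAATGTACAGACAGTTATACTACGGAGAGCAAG, was at -3.26 ± 1.75 and 2.48 ± 0.76, a log2 fold change of -5.74 (SE 1.00, limma adjusted p = 1.5e-05). From 144 h to 216 h, the 2 higher probes dropped and the 2 lower ones climbed, both with addition at 24 h and in the control. With addition at 24 h, CUST_5902_PI351404640 lay between 2.01 and 2.46 at 144 h and between -1.16 and 0.36 at 216 h. CUST_15933_PI351404640 lay between -6.70 and -5.05 and then between -4.43 and -1.07. At 216 h, the other 2 sets were compared with the same 3 control arrays. With addition at 120 h the treated cultures were at -1.39 ± 1.87, -0.17 ± 1.63, -1.23 ± 3.11 and -2.20 ± 3.18, with log2 fold changes of 2.71, 4.04, -4.67 and -4.68 in the same order (limma adjusted p = 0.009, 0.0035, 0.00076 and 6e-04). Replicate 3 of this set, at -3.53, -2.05, 2.36 and 1.47, lay nearer to the control than replicates 1 and 2 did. Of 29 alternatives, 7, 8, 4 and 4 left the probes short of the threshold with addition at 120 h. With addition at 24 h, 2, 7, 2 and 2 of 28 did. With addition at 96 h the log2 fold changes were at most 2.90 for the 2 higher probes and -1.83 and -1.78 for the 2 lower ones. None of them was past the threshold (limma adjusted p = 0.21, 0.058, 0.23 and 0.24). Of 29 alternatives, however, CUST_15933_PI351404640 was past it in 2, CUST_15930_PI351404640 in 3 and CUST_19746_PI351404640 in 11. One of these 11 is the fit within one array design, with 2 control arrays, where the log2 fold change of CUST_19746_PI351404640 was 3.93. Against the single control array of their design, the log2 fold changes with addition at 24 h were 3.80, 1.64, -5.05 and -4.90, and none was past the threshold.

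**Figure D3:**
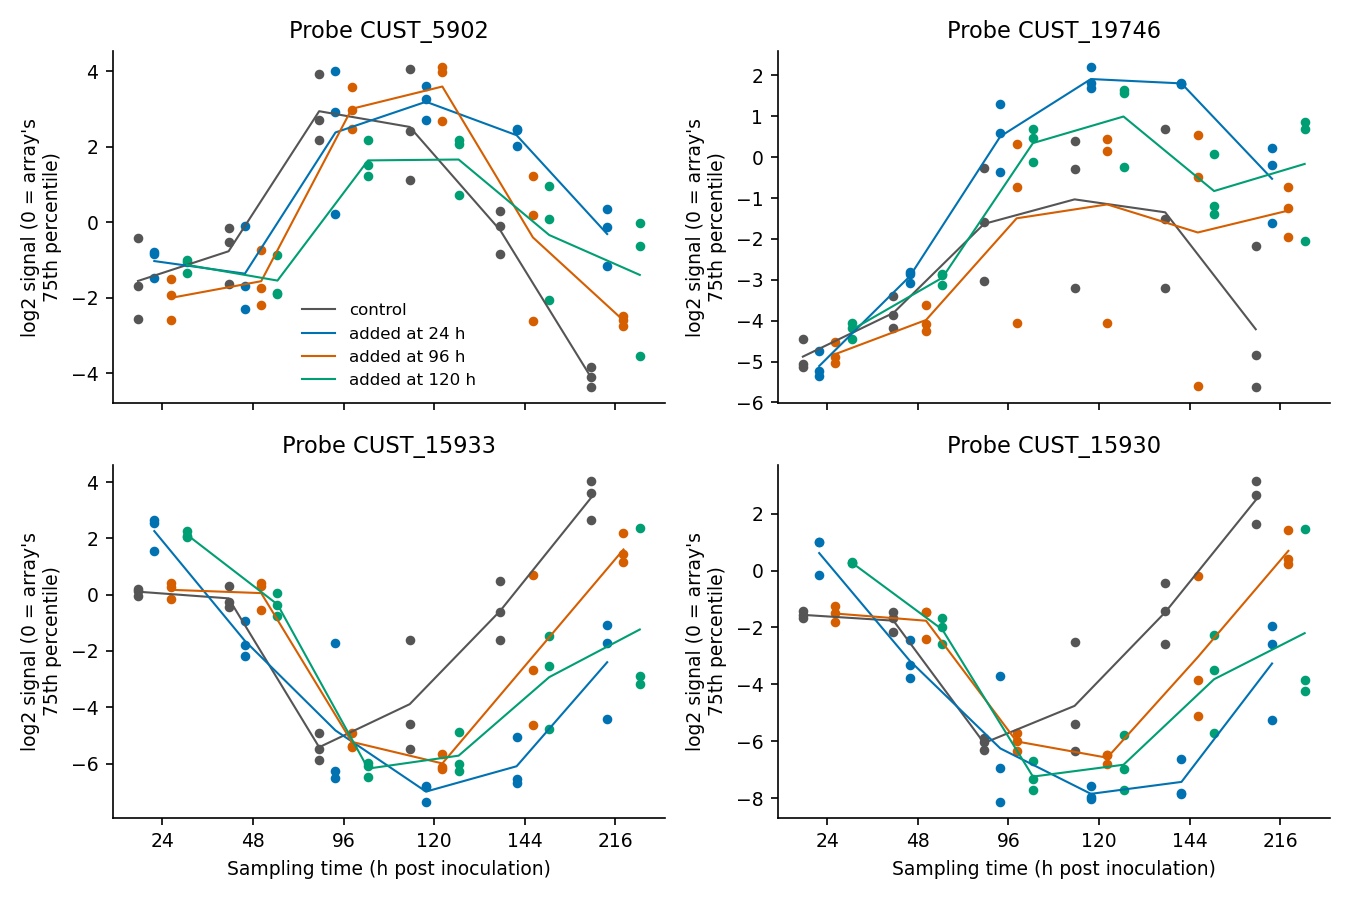
Log2 signal of the 4 probes relative to the array's 75th percentile by sampling time, with 1 point per array and lines through the mean of the 3 cultures of each group. At 216 h the control cultures have means of -4.10 and -4.21 for the upper 2 probes and 3.43 and 2.48 for the lower 2.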

Differential gene expression (∣log${}_{2}$FC∣ > 0.5) was considered as statistically significant if adjusted *p* < 0.05.

### 2.3. Strand-Specific Transcriptome Sequencing and Analysis

The assembled transcriptome sequence data was obtained from our related study [22]. Shortly, the method used for the synthesis of strand-specific double stranded cDNA (ds cDNA) from the total RNA was a modified combination of protocols presented by Marioni et al. [26], Parkhomchuk et al. [27], Levin et al. [28] and the standard Illumina mRNA preparation protocol (Preparing Samples for Sequencing of mRNA, Part No. 1004898 Rev. A, Illumina Inc., San Diego, CA, USA) due to the lack of strand-specificity in the contemporary standard mRNA sequencing protocols. The total RNA to be sequenced was extracted from the *A. terreus* mycelia samples taken at six time points of the culture where butyrolactone I had been added at 120 h p.i., obtained from the submerged culture of a previous study [20]. This set of total RNA was pooled to acquire the required amount of strand-specific ds cDNA for the high throughput DNA sequencing. The detailed description of the RNA preparation and the sequence assembly is explained in our related study [22].

The transcriptome analysis was performed as in our related study [22] and composed of the following steps, in short. The obtained transcripts along with the obtained sequence reads of *A. terreus* MUCL 38669 were aligned with the strain NIH2624 annotated genome and viewed using Integrative Genomics Viewer (IGV) (version IGV_2.3.23, Broad Institute, Cambridge, MA, USA) [29,30,31]. The resulting mapped reads were quantified and normalised using Cufflinks tools Cuffquant and Cuffnorm (version 2.2.1, University of Washington, Seattle, WA, USA) [32], giving the number of fragments per kilobase of exon per million reads mapped (FPKM), representing the accumulation of the transcripts of the pooled RNA samples (pooled FPKM).

### 2.4. Data Availability

The resulting complete transcript sequences analysed in this study were deposited at the National Centre for Biotechnology Information (NCBI) GeneBank database under the following accession numbers: KX470747 (*pgmB*), KX470748 (*pgmD*), KX470749 (*pgmE*), KX470750 (*pgmF*), KX470751 (*pgmG*), KX470752 (*pgmH*), and KX470753 (*melA*). The putative PKS sequence, *pgmA*, is deposited as a third-party annotation with the accession number BK009975. The raw transcriptome sequence data and microarray gene expression raw data of *A. terreus* MUCL 38669 have been submitted to the Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO) databases of NCBI. The obtained accession numbers are PRJNA360953 (BioProject) and GSE93552 (GEO database).

## 3. Results

### 3.1. A Non-Canonical PKS Gene Cluster in A. terreus

Exogenous supplementation of butyrolactone I has been suggested to increase sporulation under submerged growth conditions [19] and was recently further investigated on a transcriptomic level in our related study [22]. While analysing the sequenced transcriptome in order to illuminate the predicted secondary metabolite clusters, an intriguing cluster was encountered, containing an only partially annotated core PKS gene (ATEG_06206 in strain NIH2624, subsequently called *pgmA*). The transcriptome sequence data indicated a significantly longer transcript for this PKS gene. A computational GENSCAN [33] analysis of the surrounding genomic region of the PKS gene revealed the length of this open reading frame (ORF) to be 7232 bp in accordance with the indicated length of the partially sequenced transcript (Figure 1 and Table 1). Translation using ExPASy Web Server [34] and the subsequent InterPRO protein domain prediction [35] revealed the protein to contain several domains that classify this PKS protein as a non-reducing polyketide synthase. The domain structure prediction revealed following domains: starter unit:ACP transacylase domain (SAT) on N-terminus, beta-ketoacyl synthase domain (KS), acyl transferase domain (AT), polyketide product template domain (PT), two successive acyl carrier domains (ACP) and thioester reductase domain (R) in the C-terminus, suggesting an exquisite NR-PKS subclass amongst Aspergilli (Figure 1).

A BLASTP search [36] displayed good similarity with a group of NR-PKS proteins of *Fusarium* species as the best match along with *Aspergillus lentulus* and *Aspergillus glaucus*, having residue identities between 58% and 63% and full-length alignment. A closer look at these BLASTP results revealed all of the proteins in this group to have the same domain structure with the PgmA protein whereas only *A. lentulus* and *A. glaucus* amongst *Aspergillus* species has a PKS protein with a similar domain structure to our knowledge. Four of the proteins of the group of *Fusarium* NR-PKS proteins with the same domain structure are known to produce perithecium pigments [37,38]. Specifically, these proteins are *F. graminearum* Pgl1 (XP_011328597.1), *F. fujikuroi* fusarubin producing Fsr1 (CCT64762.1), *F. verticillioides* Pgl1 (EWG41617.1) and *F. solani* Pgl1 (XP_003039929.1). A phylogenetic study of KS domains of several Ascomycete NR-PKS proteins, PgmA included, revealed homology to these core PKS enzymes of perithecium pigment biosynthesis (Figure 2), predicting a similar function to *A. terreus* PgmA protein. A closer look on the surrounding genes of *pgmA* revealed a cluster of nine genes in total with predicted domains that are common for enzymes in secondary metabolites producing clusters (Table 1 and Table 2). Each of the cluster genes has a complete or partial transcript coverage, indicating co-expression of these genes and some activity for this cluster in these growth conditions while the genes up- and downstream of this cluster displayed no coverage, confirming the cluster form (Figures S1–S3).

A further BLASTP analysis also revealed similarity with the fusarubin biosynthesis cluster members of *F. fujikuroi*, having some genes in common with this cluster of *A. terreus*, in addition to the predicted core biosynthesis PKS gene. Specifically, the clusters have a putative O-methyltransferase ATEG_06203 (subsequently called *pgmB*), a putative quinone reductase ATEG_06209 (subsequently called *pgmF*) and a transcription factor ATEG_06205 (subsequently called *pgmR*) with similarity on the amino acid level and additionally a putative short-chain dehydrogenase/reductase ATEG_06207 (subsequently called *pgmD*) with a shared domain structure (Table 2). The central, multi-functional tailoring enzyme of the fusarubin cluster, Fsr3 with a flavin adenine dinucleotide (FAD) binding monooxygenase domain, has no clearly orthologous enzyme in this *A. terreus* cluster, whereas the cluster includes a putative cytochrome p450 monooxygenase encoding gene ATEG_06204 (subsequently called *pgmC*), possibly having a similar function in the *A. terreus* biosynthesis pathway (Table 2). The *A. terreus* cluster appears to include three additional genes when compared to fusarubin biosynthesis gene cluster, namely, a putative S-adenosyl-L-methionine (SAM)-dependent methyltransferase ATEG_06208 (subsequently called *pgmE*), a putative major facilitator superfamily (MFS) permease ATEG_06210 (subsequently called *pgmG*) and a putative FAD-binding CO dehydrogenase ATEG_06211 (subsequently called *pgmH*) (Table 2). 

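In the RefSeq annotation of the NIH2624 assembly ASM14961v1, which lists 10551 genes by locus tag, the cluster is a run of 9 neighbouring protein-coding genes from ATEG_06203 to ATEG_06211, in the order *pgmB*, *pgmC*, *pgmR*, *pgmA*, *pgmD*, *pgmE*, *pgmF*, *pgmG* and *pgmH*. The run spans 22374 bp. The annotated genes are 1133 bp (*pgmB*), 805 bp (*pgmC*), 796 bp (*pgmR*), 3008 bp (*pgmA*), 1003 bp (*pgmD*), 1008 bp (*pgmE*), 1071 bp (*pgmF*), 1967 bp (*pgmG*) and 1714 bp (*pgmH*) long. The gaps between neighbours range from 154 bp between *pgmE* and *pgmF* to 3262 bp between *pgmA* and *pgmD*, and the gap between *pgmR* and *pgmA* is 2485 bp. Together with the annotated *pgmA*, these gaps leave 8755 bp between the ends of *pgmR* and *pgmD* that face each other, of which the annotated *pgmA* takes 34.4%. The flanking genes are ATEG_06202, which ends 552 bp before *pgmB*, and ATEG_06212, which starts 1039 bp after *pgmH*. These are facts of the annotation alone, without a measured sample.

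**Figure D4:**
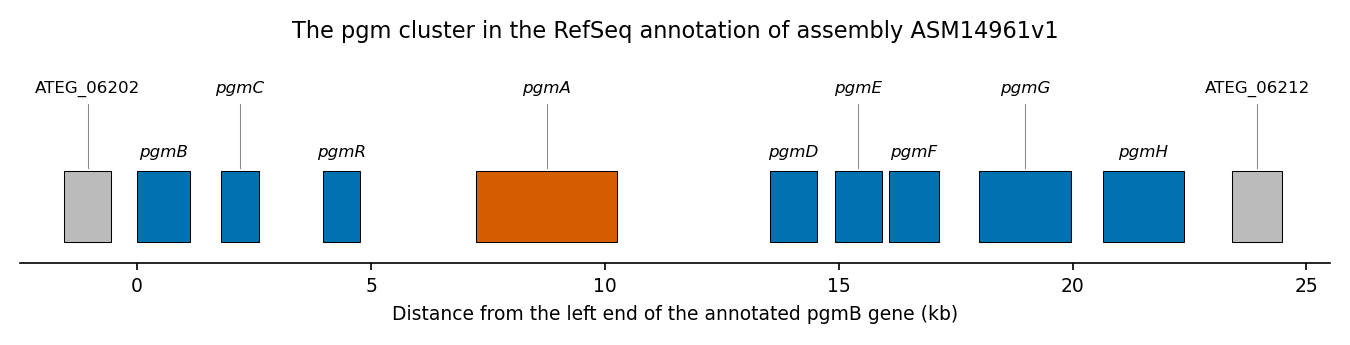
Annotated *pgm* genes (*pgmA* in orange) and the 2 flanking genes (grey) of assembly ASM14961v1, drawn to scale by their distance in kb from the left end of *pgmB*. The gaps on both sides of *pgmA*, of 2485 and 3262 bp, are the widest within the cluster.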

Taken together, we report a transcriptionally updated and computationally confirmed gene cluster annotation containing a non-canonical NR-PKS *pgmA*, being similar to pigment biosynthases amongst *Fusarium* species on protein level. All of these cluster genes being co-expressed suggests a secondary metabolite, possibly a pigment, to be biosynthesised in these submerged growth conditions under enhanced butyrolactone I influence.

### 3.2. Butyrolactone I Addition Reveals Opposite Gene Expression Profiles for the Pgm Cluster Genes and DOPA-Type Melanin Biosynthesis Genes

Recently, an uncommon melanin biosynthesis pathway of DOPA-type in *A. terreus* has been revealed to be composed of an NRPS-like biosynthase MelA (ATEG_03563) and a tyrosinase TyrP (ATEG_03564) [17,18]. In the sequenced transcriptome data, both of these genes were also expressed (Figure S4), with *tyrP* transcripts having lower pooled accumulation level in comparison to *melA* and the majority of genes encoding the tailoring enzymes of the *pgm* cluster (Table 1). The observation that both of these gene clusters were expressed in the growth conditions used in this study led to a closer investigation of the previously obtained and accuracy improved in-depth microarray gene expression results. 

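The array data come from total RNA of mycelia labelled with Cy3 and hybridised to custom one-colour Agilent oligonucleotide arrays, with 18 arrays each for the control set and for the sets with butyrolactone I, at a final concentration of 100 nM, added at 24 h, 96 h and 120 h. The authors deposited the scanner intensity of every spot as given by Agilent Feature Extraction and a table of log2 values. The values of that table equal, within 5.0e-09, the spot mean less the median of the local background after the normexp correction without offset and quantile normalisation of 43013 spots over all arrays. The re-analysis started from the intensity that Feature Extraction had corrected for background. After removal of control spots and outlier-flagged spots, each array was set to its own 75th percentile on the log2 scale and the spots of a probe were averaged. The remaining 2639 gene probes, not well above background on all arrays of any group, were not tested. The share of gene probes well above background was between 71.7% and 87.4% on the control arrays, with a median of 78.6%. It was 69.7% to 98.3% (median 75.1%) with addition at 24 h, 71.8% to 88.4% (median 80.4%) with addition at 96 h and 71.8% to 88.7% (median 78.2%) with addition at 120 h. The 75th percentile of the signal before scaling, in scanner units, was 1140 to 6310 (median 2432) in the control, 959 to 2603 (median 1280) with addition at 24 h, 920 to 4735 (median 1542) with addition at 96 h and 1101 to 2476 (median 1820) with addition at 120 h. The number of arrays limits the precision of all values. Butyrolactone I was given in ethanol, and the paper does not state whether the control cultures received ethanol, so the comparisons do not separate the compound from its solvent. The arrays were read in 2 scan sessions, 24 arrays of the original design in the first, and 12 of the original and 36 of the modified design in the second, on 18 slides. Array design and scan session therefore differ between the sets. The annotation of the probes gives 3122 accession-like names, none of which occurs in the RefSeq gene table used here, and no locus tags. The probes of the *pgm* and *asp-melanin* genes are not analysed here for this reason.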

The microarray accuracy was improved on a probe sequence level, which was evaluated with the transcriptome sequence data as conducted in our related study [22]. Reliable gene expression data was available for six of the nine *pgm* cluster genes and both of the two DOPA-type melanin biosynthesis encoding genes (Figure 3). The addition of butyrolactone I, regardless of the time point of addition, resulted in opposite gene expression patterns of the *asp-melanin* and *pgm* cluster genes. The DOPA-type *asp-melanin* biosynthesis genes were increasingly downregulated towards the late growth phase: at 216 h post inoculation, it was statistically significant, whereas the *pgm* cluster genes were statistically significantly upregulated at the end of late growth phase. In particular, the *pgmD*, putative short-chain dehydrogenase/reductase, was significantly upregulated with a log${}_{2}$FC value above 2 when butyrolactone I was added at 24 h post inoculation. Some of these *pgm* cluster genes were also statistically significantly downregulated prior to the end of late growth phase, i.e., before 216 h p.i. (Figure 3).

Taken together, the observed gene expression patterns indicate both direct and non-direct regulative roles for butyrolactone I concerning both of these two clusters, in these submerged growth conditions. The supplementation during the exponential growth phase led to both direct and non-direct regulation (Figure 3A), whereas the addition appears to have effect in a non-direct manner with an interval of 120 h when butyrolactone I was added during the middle growth phase (at 96 h p.i.), while the addition during the late phase (at 120 h p.i.) resulted in an interval of 96 h before the displayed positive effect at 216 h p.i. (Figure 3B,C). The melanin producing genes display a similar intervalled expression pattern with one remarkable exception: the regulation conducted by butyrolactone I appears as continuously negative. Furthermore, the effect of the added butyrolactone I was most significant at the late growth phase regardless of the time point of addition unifying the presumably opposite gene expression regulation between both gene clusters.

## 4. Discussion

### 4.1. The Similarity of A. terreus Pgm Cluster with Pigment Biosynthesis Genes of Aspergilli and F. fujikuroi

Fungal melanins are often complex polymers and divided into two different types (DHN and DOPA), depending on the characteristics of the biosynthesis pathways, being either produced intermediates or involved enzymes. Regarding *Aspergillus* species, the DHN-type of pigments are presumed to be more common, but DOPA-type of melanins have also been observed. *A. fumigatus* contains a DHN-type of conidial pigment biosynthesis cluster including an NR-PKS Alb1/PksP (with domains SAT-KS-AT-PT-ACP-ACP-TE/CLC) as well as Arp2, a hydroxynaphthalene reductase, common in this type of pigment cluster [41]. In *A. nidulans*, the homologous NR-PKS WA—with the same domains as *A. fumigatus* Alb1/PksP—has been shown to be involved in conidial pigmentation but is not genomically located in any specific cluster [11]. Both of these PKS enzymes accept malonyl-CoA as a precursor, whereas *A. fumigatus* cluster produces a pentaketide 1,3,6,8-tetrahydroxynaphthalene (T4HN; naphthalene-1,3,6,8-tetrol) to be polymerised into melanin, while *A. nidulans* produces YWA1 (heptaketide naphthopyrone)—another form of the initial precursor of the melanisation pathway of *A. fumigatus* [42,43]. *A. flavus* contains three separate PKS homologues of *A. fumigatus* Alb1/PksP, the most similar one (PksP) being in a similar gene cluster while the other two homologues are located in diverse gene clusters. One of them was shown to be the key polyketide synthase—domains SAT-KS-AT-PT-ACP-TE/CLC, having acetyl-CoA and malonyl-CoA as precursors—that produces putative anthraquinone intermediates as a presumed source for a sclerotia-specific pigment. The suggested pigment source was either a dehydrated form of anthraquinone asparasone A (1,3,6,8-tetrahydroxy-2-(1’-hydroxy-3’-oxobutyl)-anthraquinone) or a reduced form of anthraquinone [12]. There are also few DOPA-types of melanins reported to be biosynthesised, specifically in *A. nidulans* and *A. flavus*—with the intermediates and precursors remaining unknown [13,14], whereas *A. fumigatus* has been observed to produce pyomelanin through a tyrosine degradation pathway, having benzoquinoneacetate as the precursor for polymerisation [44]. *A. terreus* has been reported to biosynthesise aspulvinone E-derived melanin by an NRPS-like enzyme (MelA) with 4-hydroxyphenylpyruvate as a precursor and subsequent hydroxylation of aspulvinone E ((5Z)-4-hydroxy-3-(4-hydroxyphenyl)-5-[(4-hydroxyphenyl)methylidene]furan-2-one) by tyrosinase (TyrP) prior to polymerisation [17,18], classifying the Asp-melanin as DOPA-type.

Amongst Ascomycota, the NR-PKS enzymes have been divided into seven different groups, two of which contain enzymes involved in the biosynthesis of melanins and pigments [45]. When these groups are phylogenetically analysed together with the NR-PKS enzymes included in the phylogram presented in the study of Studt et al. [37] (Figure 2), an additional group within NR-PKS enzymes is formed containing several enzymes involved in the biosynthesis of pigments and melanins of *Fusarium* species, fusarubin included, and the asparasone A-derived pigment of *A. flavus*. Furthermore, the predicted PgmA of *A. terreus* appears to be part of the additional group (Figure 4 and Figure S5). The majority of the members of this additional group share the predicted domain structure—SAT-KS-AT-ACP-ACP with the thioester reductase (R) domain on the C-terminus—resulting in a terminal aldehyde on the intermediate (heptaketide naphthaldehyde; 3-acetonyl-1,6,8-trihydroxy-2-naphthaldehyde (1)) of the fusarubin biosynthesis pathway as proposed by Awakawa et al. [38] and Studt et al. (Figure 4) [37]. Thus far, this reductive release mechanism appears to be rather uncommon amongst the non-reducing PKS enzymes of *Aspergillus* species—especially regarding the known pigment biosynthesis pathways. The *A. terreus pgm* cluster with the presumed core NR-PKS gene as described in this study contains also a putative short-chain dehydrogenase/reductase gene (*pgmD*) with predicted classical SDR family and NADB_Rossmann superfamily protein domains (Table 2), displaying similarity with the domains of *A. fumigatus* Arp2 of the pigment cluster that contains the core PKS Alb1 [41]. The domain similarity of encoded PgmD with this common hydroxynaphthalene reductase as well as the same domain structure of the predicted PgmA in comparison to the *F. fujikuroi* Fsr1, the core NR-PKS enzyme of the fusarubin pigment cluster [37], sparks a hypothesis of this *A. terreus pgm* cluster to produce a DHN-type of pigment.

### 4.2. Hypothesised A. terreus DHN-Type of Pigment and the Known DOPA-Type of Melanin May Be Biosynthesised under Different Growth Conditions

In contrast to the observed DOPA-type melanin in *A. terreus* [17,18], Pal et al. [14] has reported melanin production to occur through the DHN pathway. This was demonstrated by adding the hydroxynaphthalene reductase inhibitors, tricyclazole and phthalide, which resulted in albino culture during static growth conditions, while the actual gene cluster still remained unknown. Melanin was also detected in the filtrate of submerged culture while no melanin was detected in the culture biomass. In addition, no production of DOPA-type of melanin was detected by using inhibitors kojic acid and tropolone [14]. In contradiction, the effects of deletion of a DOPA pathway gene (*melA*) [17,18] and the addition of the DHN inhibitors [14] were both observed on static culture conditions to result in albino culture in both cases, which implies two separate melanin pigment biosynthesis pathways for *A. terreus*. This is due to the fact that no effect was observed when DOPA inhibitors were added in the same growth conditions as DHN inhibitors were added [14]. In particular, the observation that DOPA inhibitors had no effect during static growth conditions by Pal et al. [14], while the observations by Guo et al. and Geib et al. [17,18] indicate the presence of DOPA pathway on static culture conditions, emphasises the importance of the growth conditions including production media used in melanin production. In this study, the used culture conditions being shaken and submerged, with exogenous addition and enhanced production of butyrolactone I (demonstrated in [20,21]), result in both *pgm* and *asp-melanin* clusters being expressed on a transcript level with opposing gene expression patterns (Figure 3, Figures S1, S2 and S4). These controversial gene expression profiles support the hypothesis of biogenesis of a DHN-type pigment by the *pgm* cluster.

### 4.3. The Suggested DHN-Like Pigment of A. terreus May Be Related to Conidiophores as Well

In our related study [22], the gene expression patterns of the conidiation regulating genes, *abaA* and *wetA*, are described to be negatively regulated prior to the end of last growth phase, while *abaA* is positively regulated at the last growth phase, 216 h p.i., in the same growth conditions as used in this study. The gene expression profiles of the presumed pigment cluster *pgm* (Figure 3) are quite similar with especially the gene expression pattern of the phialide emergence inducing gene, *abaA*, whereas the gene expression profiles of the DOPA-type Asp-melanin biosynthesis genes have contradictory forms. This indicates the predicted DHN-like pigment to be biosynthesised during the last steps of conidiation, phialide development followed by conidia maturation, while the Asp-melanin is presumably produced in a lesser amount. The gene expression profile and the convenient chronological order led us to further hypothesise regarding the morphological location of the suggested DHN-like melanin to be in the conidiophores in these submerged and shaken conditions under enhanced butyrolactone I biogenesis. This is in accordance with an observation of increasingly brown submerged culture towards the late phase, i.e., the ninth day of growth (unpublished observation). However, further studies are required to confirm this.

The question whether this *pgm* gene cluster produces a DHN-like pigment, instead of some unrevealed secondary metabolite, may be explained by the gene expression profile of the secondary metabolism inducing LaeA, which was displayed in our related study [22]. The obtained *laeA* gene expression profile appears to be chronologically opposed to the revealed expression pattern of *pgm* cluster (Figure 3). In our related study, *laeA* displayed significant upregulation by butyrolactone I prior to the late growth phase (at 48, 120 and 144 h p.i.), while it was unaffected at the late growth phase (216 h p.i.), indicating the increased secondary metabolism to occur prior to enhancing the gene expression of the *pgm* cluster. The biogenesis of the secondary metabolite lovastatin has been observed to be increased by butyrolactone I during the middle growth phase in the same growth conditions as used in this study [19,20], in agreement with the upregulated *laeA* gene expression profile [22]. Considering these observed occurrence patterns in chronological order, the activity of the *pgm* cluster appears to be enhanced after the increase in secondary metabolism in these submerged culture conditions under the influence of increased butyrolactone I biogenesis.

## 5. Conclusions

In conclusion, we provide a hypothesis suggesting the new, non-canonical NR-PKS PgmA amongst Aspergilli, being an ortholog of *F. fujikuroi* fusarubin core synthase, Fsr1, to be a key pigment biosynthase with the reductase domain on the C-terminus. In addition, we suggest the cluster in the vicinity of this core gene, *pgmA*, to contain a hydroxynaphthalene reductase-like short-chain dehydrogenase/reductase PgmD, along with five co-expressed tailoring enzymes. Integrated with our related study of *A. terreus* conidiation during submerged culture, the results of this study indicate increased biogenesis of a conidia related DHN-type of pigment under submerged growth conditions with increased butyrolactone I production. To confirm the obtained results and this hypothesised conidial pigment production, further comprehensive studies including quantitative RNA-sequencing and molecular as well as morphological analyses are necessary.

## Figures and Tables

**Figure 1:**
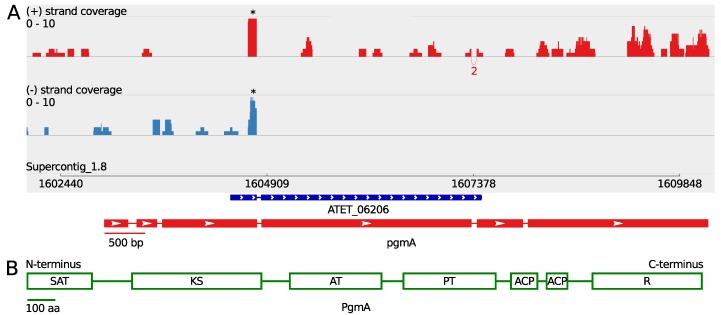
The predicted non-reducing polyketide synthase PgmA. (**A**) sashimi plot of the *pgmA* gene describing the strand-specific alignment coverage of the read sequences of *A. terreus* MUCL 38669 over the corresponding genomic region of NIH2624 supercontig_1.8, which was obtained using the Integrative Genomics Viewer (IGV) software [29,30,31]. The curved splice junctions represent the number of spliced reads indicating an intron at that specific location. The predicted gene structure is shown below the sashimi plot in the same scale as the plot; (**B**) the predicted protein domains of the translated sequence of PgmA: Starter unit:ACP transacylase (SAT), Beta-ketoacyl synthase (KS), Acyl transferase (AT), Polyketide product template (PT), Acyl carrier (ACP), Thioester reductase (R). * These coverage peaks are due to an erroneously aligned short part of a longer transcript located to a gene ATEG_06102.

**Figure 2:**
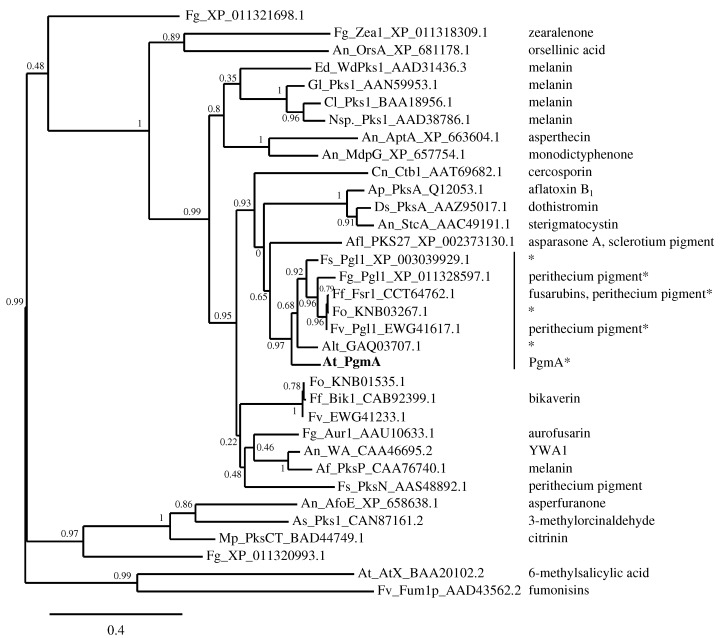
Phylogeny of different fungal polyketide synthases including pigment synthases. The range of polyketide synthases chosen for this analysis is based on a study of Studt et al. [37]. The extracted ketoacyl synthase domains of the polyketide synthases were compared and aligned to obtain a phylogram as described in our related study [22]. The chemical product of the corresponding polyketide synthase (PKS) is given on the right side if characterised, to our knowledge. The scale bar represents a 0.4 residue change per site. No outgroup was used. The organisms used in the phylogram: Af: *A. fumigatus*, Afl: *A. flavus*, Alt: *A. lentulus*, An: *A. nidulans*, Ap: *A. parasiticus*, As: *Acremonium strictum*, At: *A. terreus*, Cl: *Colletotrichum lagenaria*, Cn: *Cercospora nicotianae*, Ds: *Dothistroma septosporum*, Ed: *Exophiala dermatitidis*, Ff: *Fusarium fujikuroi*, Fg: *F. graminearum*, Fo: *F. oxysporum*, Fs: *F. solani*, Fv: *F. verticillioides*, Gl: *Glarea lozoyensis*, Mp: *Monascus purpureus*, Nsp.: *Nodulisporium* sp. strain ATCC74245. The protein sequences (except for the PgmA) were obtained from the following databases: National Centre for Biotechnology Information (NCBI) RefSeq, GenBank, DNA Data Bank of Japan (DDBJ), European Molecular Biology Laboratory (EMBL) and UniProtKB. * PKS domain structure is: SAT-KS-AT-PT-ACP-ACP-R.

**Figure 3:**
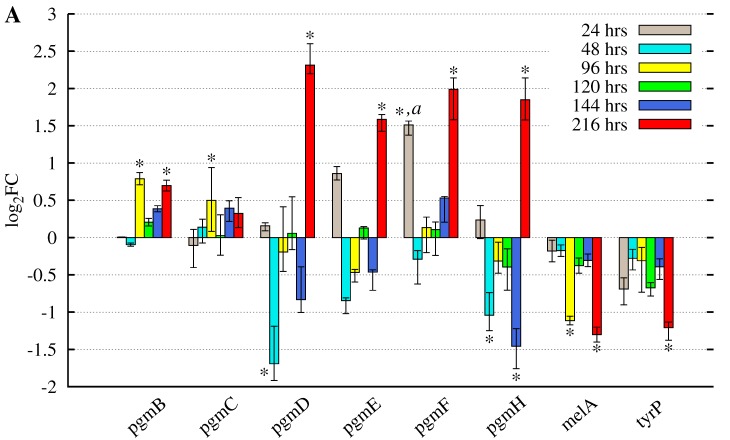

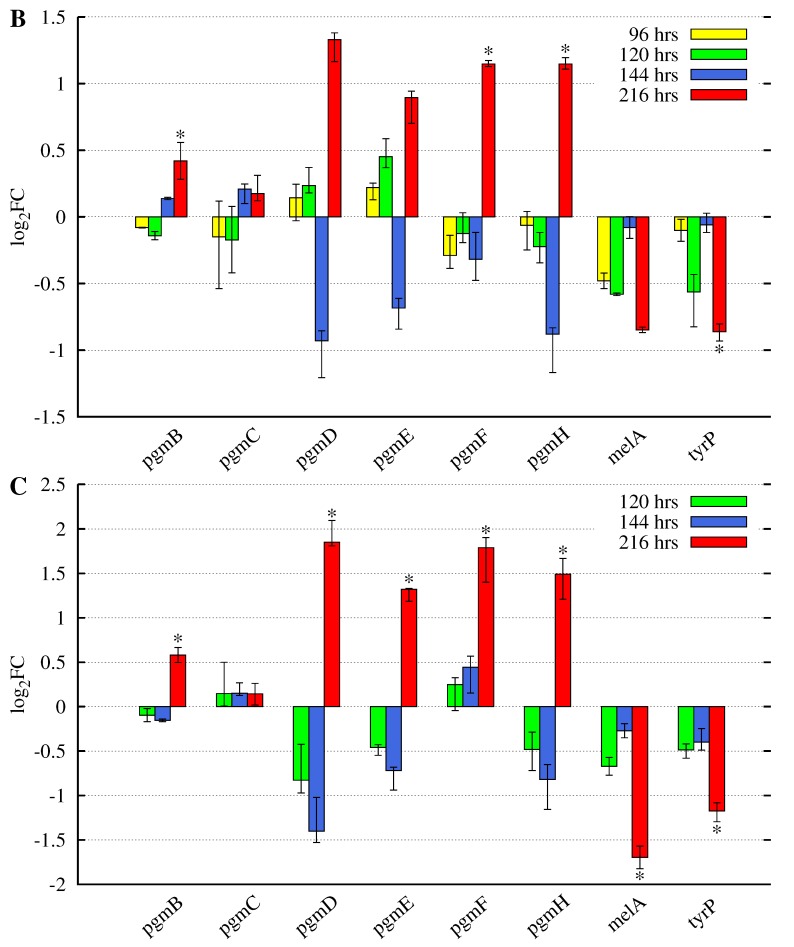
Gene expression analysis of the *A. terreus pgm* PKS cluster and *asp-melanin* genes under influence of butyrolactone I. Exogenous butyrolactone I was added to the submerged culture of *A. terreus* MUCL 38669 at (**A**) 24 h; (**B**) 96 h; and (**C**) 120 h p.i. to the final concentration of 100 nM. The lack of some cluster genes is due to the nucleotide level differences between strains MUCL 38669 and NIH2624 or the low transcript coverage obtained. The bars represent the median values of the log${}_{2}$FC of treated samples (butyrolactone I was added) versus control samples (no butyrolactone I added) and the error bars represent the maxima and minima of these log${}_{2}$FC values. * At least one of the technical replicates indicates statistically significant up- or downregulation of the three biological replicates (adjusted *p*-value ≤0.05 and ∣log${}_{2}$FC∣≥0.5). ${}^{a}$ The apparently statistically significant upregulation at 24 h post inoculation may not be biologically significant due to the low culture density at the start of exponential growth phase.

**Figure 4:**
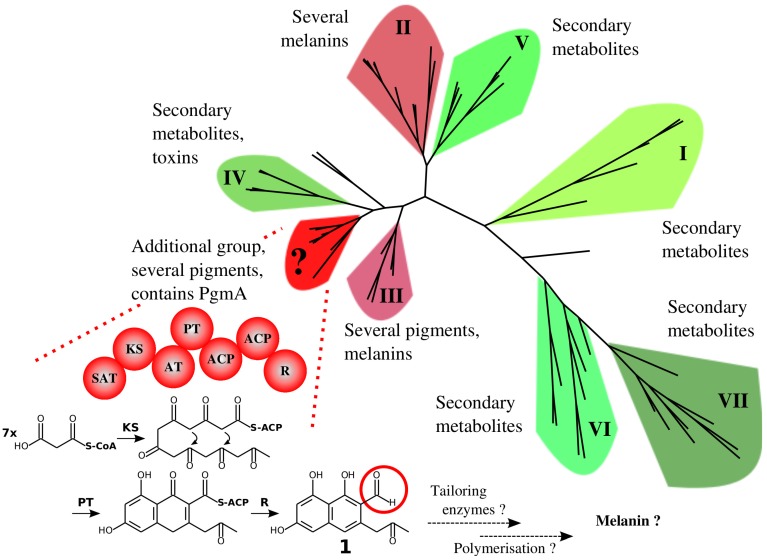
A phylogenetic scheme of various non-reducing polyketide synthases amongst *Ascomycota* phylum, dividing into eight groups based on the similarity of the ketosynthase domain sequences. The suggested hypothetical action mechanism for the majority of the NR-PKS enzymes amongst the additional group is as proposed by Awakawa et al., resulting in the intermediate 1; 3-acetonyl-1,6,8-trihydroxy-2-naphthaldehyde [38]. See a more detailed Figure S5 for the included NR-PKS proteins. The group classification of I-VII is based on the classes presented in the study of Ahuja et al., and the range of NR-PKS enzymes included in this analysis is based on the studies of Studt et al. and Ahuja et al. [37,45]. The extracted ketoacyl synthase domains of the polyketide synthases were compared and aligned to obtain the phylogram as described in our related study [22]. No outgroup was used. The protein sequences were obtained from the following databases: NCBI RefSeq, GenBank, DDBJ, EMBL and UniProtKB.

**Table 1:** Information on the *A. terreus pgm* gene cluster and the DOPA type melanin genes.

Gene	Gene ${}^{a}$ Length (bp)	ORF Length (bp)	Pooled FPKM	Coverage Max. ${}^{b}$ Sense Strand
*pgmB*	1448	1329	3.9	23 ${}^{c}$
*pgmC*	1443 ${}^{d}$	1443 ${}^{d}$	1.1	6
*pgmR*	1284 ^e^	1284 ^e^	0.13	2
*pgmA*	7232 ^e^	6897 ^e^	0.65	8
*pgmD*	1003	939	4.7	44 ${}^{c}$
*pgmE*	1008	1008	15	91 ${}^{c}$
*pgmF*	1071	1071	290	1634 ${}^{c}$
*pgmG*	1967	1683	56	333 ${}^{c}$
*pgmH*	1714	1479	12	81 ${}^{c}$
*melA*	2779	2779	6.0	38 ${}^{c}$
*tyrP*	1230 ${}^{d}$	1071 ${}^{d}$	1.3	14

${}^{a}$ based on the sequenced ORF’s 5${}^{\prime }$ and 3${}^{\prime }$ locations on the *A. terreus* NIH2624 genome assembly; ${}^{b}$ represents the number of overlapping reads’ nucleotides at one nucleotide site of the transcript obtained from the pooled RNA samples; ${}^{c}$ complete read coverage; ${}^{d}$ confirmed with GENSCAN Web Server [33]; ^e^ predicted with GENSCAN Web Server [33]; DOPA: 3,4-dihydroxyphenylalanine; ORF: open reading frame; FPKM: fragments per kilobase of exon per million reads mapped.

**Table 2:** Amino acid identity and InterPRO domains of the *A. terreus* Pgm cluster and *F. fujikuroi* fusarubin cluster ${}^{a}$.

Gene	Predicted Molecular Function	InterPRO Annotation	Domains	ID %	Fusarubin Gene
PgmB	O-methyltransferase	IPR016461 ${}^{d}$	O-methyltransferase, COMT-type	41	Fsr2 ${}^{f}$
		IPR011991 ${}^{d}$			
		IPR029063 ${}^{d}$			
		IPR001077 ${}^{d}$			
PgmC ${}^{b}$	Cytochrome p450 monooxygenase	IPR001128	Cytochrome P450 E-class, group 1	NA ^e^	Fsr3 ${}^{g}$
		IPR002401			
		IPR017972			
PgmR ${}^{b}$	Aflatoxin biosynthesis regulatory protein-like	IPR002409	Aflatoxin biosynthesis regulatory protein	31	Fsr6 ${}^{h}$
		IPR001138 ^d^			
PgmA ${}^{b,c}$	nonreducing polyketide synthase; NR-PKS	IPR032088 ${}^{d}$ IPR020841 ^d^ IPR020801 ^d^ IPR030918 ^d^ IPR009081 ^d^ IPR013120 ^d^	Starter unit:ACP transacylase Beta-ketoacyl synthase Acyl transferase Polyketide product template Acyl carrier protein-like Thioester reductase-like	59	Fsr1 ${}^{i}$
PgmD	short-chain	IPR002347 ${}^{d}$	Short-chain	NA ^e^	Fsr5 ${}^{j}$
	dehydrogenase/reductase	IPR016040 ${}^{d}$	dehydrogenase/reductase		
PgmE	SAM-dependent	IPR029063	SAM-dependent	NA	NA
	methyltransferase		methyltransferase		
PgmF	quinone reductase	IPR002085 ${}^{d}$ IPR011032 ${}^{d}$ IPR020843 ${}^{d}$ IPR013154 ${}^{d}$ IPR016040 ${}^{d}$	Alcohol dehydrogenase GroES-like Enoylreductase domain Alcohol dehydrogenase	26	Fsr4 ${}^{k}$
PgmG	MFS family permease	IPR011701	Major facilitator superfamily	NA ^e^	NA ^e^
		IPR020846			
PgmH	FAD/FMN-binding CO dehydrogenase	IPR016167	FAD-binding, type 2	NA ^e^	NA ^e^
		IPR016166	FAD linked oxidase		
		IPR006094	CO dehydrogenase flavoprotein-		
		IPR016169	like, FAD-binding, subdomain 2		

${}^{a}$ pgm cluster genes were translated using ExPASy, the domains were predicted using InterPRO and the amino acid identities were obtained using BLASTP Web Servers [34,35,36,39,40]; ${}^{b}$ the nucleotide sequence was obtained from GenBank database (strain NIH2624) and modified with GENSCAN [33]; ${}^{c}$ Additional InterPRO domains of PgmA: IPR014030, IPR016039, IPR014031, IPR016035, IPR001227, IPR014043, IPR016036, IPR020807, IPR016040, IPR018201; ${}^{d}$ shared predicted domain; ^e^ not in the vicinity of the cluster or core biosynthesis gene; ${}^{f}$ Accession: CCT64761.1; ${}^{h}$ Accession: CCT64758.1; ${}^{i}$ Accession: CCT64762.1; ${}^{j}$ Accession: CCT65046.1; ${}^{k}$ Accession: CCT64759.1; ${}^{g}$ Accession: CCT64760.1, PgmC and Fsr3 share the same GeneOntology prediction: oxidation reduction process (GO:0055114) and a monooxygenase motif; NA, no significant BLASTP match; COMT: caffeic acid O-methyltransferase; ACP: Acyl carrier protein; SAM: S-adenosyl-L-methionine; MFS: major facilitator superfamily; FAD: flavin adenine dinucleotide; FMN: flavin mononucleotide; CO: carbon monoxide.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2076-2607/5/2/22/s1. Figure S1: Sashimi plots of *pgmB*, *pgmC*, *pgmR* and *pgmD* genes of the *pgm* PKS cluster, Figure S2: Sashimi plots of *pgmE*, *pgmF*, *pgmG* and *pgmH* genes of the pgm PKS cluster, Figure S3: Sashimi plots of ATEG_06202 and ATEG_06212, Figure S4: Sashimi plots of the NRPS-like melanin biosynthase *melA* and tyrosinase *tyrP*, Figure S5: Detailed version of the phylogram in the Figure 4.

## Abbreviations

The following abbreviations are used in this manuscript:

DHN	1,8-dihydroxynaphthalene
DOPA	3,4-dihydroxyphenylalanine
FPKM	fragments per kilobase of exon per million reads mapped
ORF	open reading frame
p.i.	post inoculation
FC	fold change
PKS	polyketide synthase
SAT	starter unit: ACP transacylase
KS	Beta-ketoacyl synthase
AT	Acyl transferase
PT	Polyketide product template
ACP	Acyl carrier
R	Thioester reductase

How the deposited data were processed for this re-analysis (not part of the article)

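Total RNA of *A. terreus* mycelia was measured on 72 one-colour arrays, 3 biological replicates for each of 4 sets (control, and butyrolactone I added at 24 h, 96 h and 120 h) at 6 sampling times (24 h, 48 h, 96 h, 120 h, 144 h and 216 h). Samples were assigned to sets, times and replicates from the sample labels and the paper's methods.

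The authors deposited for each array the scanner output of Agilent Feature Extraction, in which each spot has its mean intensity, the median intensity of its local background and a processed intensity from which the background has been subtracted and a spatial trend removed, without normalisation between arrays. The authors also deposited log2 values of all arrays in one table. Set against the scanner values, this table equals the normexp-corrected spot mean less local background median, without an offset, after quantile normalisation over all spots shared by both array designs.

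From these files, the log2 of the processed intensity was taken for the gene spots, outlier-flagged and control spots were left out, the 75th percentile of each array was subtracted, and the 2 spots of a probe were averaged. Probes were tested where at least 1 of the 24 groups was well above background on its 3 arrays, which left 18159 of 20798 probes. The 4 spots per array of the 2 probes that only the modified design holds were left out. A mean for each of the 24 groups was fitted on all 72 arrays with limma (lmFit and eBayes), and each set was compared with the control of the same sampling time. Further comparisons were those between addition times at 216 h and those of 216 h with 144 h within each set. Changed probes have an adjusted p (Benjamini-Hochberg over the probes tested) under 0.05 and a log2 fold change beyond 0.5, as in the paper's methods. The tests, the thresholds, the rule for naming probes and 25 alternatives were set before the data were examined, and 4 alternatives were added later (array brightness as a covariate, 1 outlying array left out, the difference before addition subtracted, and a random block for arrays of one set and replicate number).

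The rule for naming was, for each set at 216 h, the largest differences above and below the control among changed probes. These had to be well above background on all arrays of both groups, with no overlap between treated and control arrays. Because no gene names belong to the identifiers, only 2 probes above and 2 below the control are given, of the set with addition at 24 h. The tests were planned per gene and were run per probe, since the probe annotation used here has no locus tags. The paper's exclusion of probes by alignment was not repeated. The results planned for the *pgm* and *asp-melanin* genes, for windows of neighbouring genes and for regulators of conidiation and secondary metabolism are not analysed here. Gene order, lengths and gaps come from the RefSeq table of assembly ASM14961v1, whose coordinates are not given because the paper names the strain and not the assembly.

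The alternatives were quantile normalisation, the normexp background correction with an offset of 50 (with the 75th percentile and with quantile normalisation), the authors' log2 values, no filter and a stricter filter on dim probes, each spot tested alone, only the arrays of the groups compared, the array design, the scan session, the slide and the replicate number in the model, comparisons within one array design, an intensity trend with robust spread, array quality weights, log2 fold change thresholds of 1 and of none, and each replicate left out in turn. Array design was taken from the sample labels, and scan session and slide from the scanner files. The number of arrays limits the precision, and signals near background are further limited by the scanner's floor.

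The model was tested on simulated data for the comparison at 216 h with addition at 24 h. Of 200 probes changed by known amounts among 18159, 60% were called, and 71.4% of those changed by 1.5 or 2 (log2). Of 121 calls, 1 was a probe that had not been changed, the median absolute error was 0.23 (log2), and the 17 other comparisons, in which nothing had been changed, gave 0 calls. The simulated noise was independent for each probe and array, with no shared effect of array design, scan session, slide or culture. Few false calls follow from this setting, which says nothing about such effects. In the real data, comparisons before addition gave 806 calls (addition at 96 h, at 48 h) and 105 (addition at 120 h, at 24 h). Software was R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.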

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

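The use of the planned fits with array design as tests of a cause at 48 h and at 216 h, the correlation with the difference between control replicates, the test of cultures running behind the control, the fits with array brightness as a covariate or with the difference before addition subtracted, and the comparison of changes from 144 h to 216 h with that of the control, with its regroupings, were chosen only after the results had been seen.

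At 216 h the sets differed from each other when compared directly, in 1141 probes between addition at 24 h and 96 h, in 55 between 24 h and 120 h and in 922 between 96 h and 120 h. Of the 10 possible splits of the 6 arrays into 3 and 3, 1, 2 and 2 gave as many, the real one included, and 10 splits are too few to exclude chance whatever they give. With array design as a covariate, the first count fell to 27 and the third to 2, the same values as with scan session as a block, and with the slide as a fixed block to 14 and 44. The difference between addition at 24 h and 96 h followed that between control replicate 1 and control replicates 2 and 3 at the other sampling times (r = 0.44 across probes, which are not independent replicates), as did that between 96 h and 120 h (r = -0.49), whereas the 2 sets on the same design did not (r = -0.02). Array design, scan session or the control culture that went with it is therefore a candidate explanation for most of the 1141 and 922 probes. With array brightness as a covariate these counts were 149 and, by limma, 0, where 2188 had an unadjusted p under 0.05. Brightness is thus a candidate for them as well. The 55 probes between 24 h and 120 h, both on the modified design, numbered 60 with the design as a covariate. Without treated replicate 2 the 3 counts were 34, 0 and 0, where 3206, 570 and 1786 probes had an unadjusted p under 0.05 by limma. A biological effect of the time of addition stays open for all 3 comparisons.

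The change from 144 h to 216 h differed from that of the control in 2458 probes with addition at 24 h (1184 higher and 1274 lower), in 3 with addition at 96 h and, by limma, in 0 with addition at 120 h, where 2608 had an unadjusted p under 0.05. The additive effects of set and sampling time were removed before the arrays were regrouped within each time, since they would enter the regrouped difference. Of 100 such regroupings, the real one included, 1 gave at least 2458 probes with addition at 24 h. The test is approximate and took the place of one in which these effects had been left. Most regroupings separate the control arrays of the original design, which the real one keeps together. Only 16 of the 100 keep them together at both times, and 1 of these, the real one, gave as many. These 16 are too few to exclude chance. With addition at 96 h, 23 of 100 gave at least 3, so chance is not excluded, and with addition at 120 h a count of 0, which all 100 reach, cannot be tested this way. Each group has the same array designs and scan sessions at both times, so that a fixed difference between them cancels, and the fit with array design as a covariate says nothing more. A difference between designs that changes with time does not cancel. Within one design the counts were 6 with addition at 24 h, from 1 control array per time, 281 with addition at 96 h and, by limma, 0 with addition at 120 h (927 at an unadjusted p under 0.05). Leaving out treated replicate 3 gave 671 probes with addition at 24 h and 1867 with addition at 120 h. With addition at 24 h, such a changing difference, the choice of control cultures, the solvent and butyrolactone I could each account for the 2458 probes.

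Before any butyrolactone I had been added, 909 probes differed from the control in at least 1 of 5 comparisons. Most belong to the set with addition at 96 h, where 806 differed at 48 h. The set with addition at 120 h had 105 at 24 h, and limma called 0 in the other 3 comparisons. Of the 10 splits of the arrays, only the real one gave as many for the 806 and for the 105, and all 10 gave at least 0 in the others, where 10 splits are too few to exclude chance in any case. With scan session as a block the count at 48 h rose to 1605. The session term of that fit comes only from control replicate 1 against replicates 2 and 3, which differ in design and culture as well. No control array shares both design and session with these treated arrays. The fit therefore cannot decide on a fixed difference between array designs or scan sessions. At 24 h, where the arrays come from the same designs and sessions, the same probes differed by 0.29 (log2) on average, against 1.08 at 48 h, where they had been chosen, and 83.8% had the same sign, so a part of such a difference stays open. With array design as a covariate 915 probes were called, in a fit with the same limit. The mean difference was 0.96 from the control replicates on the same design and 1.34 from the replicate on the other. This argues against array design alone as the whole cause. The control replicates on the same design were read in the other scan session, so a session difference stays open. Within one design, that is without control replicate 1, 9 probes were called. Leaving out 1 treated replicate number in all sets, which changes no design, gave 28, 22 and 123. Leaving out control replicate 2 or 3, both on the design of the treated arrays, gave 1391 and 204. The loss of 1 control array therefore need not give a count as low as 9, and a part played by control replicate 1 or its design stays open. With array brightness as a covariate the count was 251. The probes' differences at 48 h correlated at 0.27 with the change from 48 h to 96 h in the set with addition at 120 h and at 0.00 with the change from 48 h to 120 h in the set with addition at 24 h. Cultures at different points of the growth course could therefore be neither shown nor excluded, and brightness stays open beside them, as does chance. Over the 5 comparisons, 25 probes were left without treated replicate 2. The design gives no biological treatment at these times.

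At 216 h, 6368 probes with addition at 24 h, 2199 with addition at 96 h and 5124 with addition at 120 h differed from the control, more than the 909 before addition. Only the real split of 10 gave as many in the first 2 sets and 2 of 10 in the third, and 10 splits are too few to exclude chance. The second of these set replicates 1 and 2 with addition at 120 h and control replicate 1 against replicate 3 and control replicates 2 and 3. It gave 5213 probes and, like the real split, kept both control arrays of the original design on one side. With addition at 96 h, 2345 probes were called with array design as a covariate and 2093 with array brightness as a covariate, which argues against either as the whole cause there, for the design as a fixed difference. With addition at 24 h, 293 were called within one array design and 5497 with the design as a covariate, and 3202 with array brightness as a covariate. With addition at 120 h, limma called 0 within one design (1698 at an unadjusted p under 0.05), 3903 with the design as a covariate and 1153 with brightness as a covariate. The fits with the design as a covariate argue against a fixed difference between array designs as the whole cause in these 2 sets as well. Their design term comes only from control replicate 1 against replicates 2 and 3, so differences between these cultures enter it too. With the slide as a fixed block, 2898 probes were called with addition at 24 h and 154 with addition at 120 h. A difference between slides therefore stays open in both sets. The size of these counts is uncertain. The fit ties both sets to the control only through replicate 1 at 48 h and 96 h with addition at 24 h, which shared a slide with control arrays. The latter is the outlying array, with 98.3% of probes well above background, and no such fit was run without it. A difference between designs that changes with time stays open, since a single control array is left within one design. Brightness cannot be told apart from the treatment in these 2 sets, because each of their arrays at 216 h had a lower 75th percentile of the signal (1384 to 2603) than each control array (2624 to 6310). After subtraction of the difference before addition, 1894 probes were called with addition at 96 h and 3687 with addition at 120 h. From only the arrays of the groups compared, limma called 0 in both of these sets, where 4237 and 5257 had an unadjusted p under 0.05. Leaving out a replicate number at all sampling times, of the control or of all treated sets together, changed the counts. They fell to as few as 3585 (without control replicate 3), 0 (without treated replicate 2, 3250 at an unadjusted p under 0.05 by limma) and 779 (without treated replicate 2). The differences at 216 h ran against the change from 144 h to 216 h measured on other control arrays (r = -0.34 across probes with addition at 96 h), so that treated cultures may have run behind the control, which could itself be an effect of butyrolactone I, of its solvent or of the cultures.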

How the results depend on the processing

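The fits with array brightness as a covariate, with 1 outlying array left out, with the difference before addition subtracted and with the culture as a random block were chosen only after the results had been seen. Counts below are probes past the threshold that differ by more than 1.5 times from those reported, as probes changed against the control of the same time unless stated otherwise, and for correlations a shift larger than their SD over left-out replicates. The cause of these shifts was not tested, except that fewer arrays enter the fits within one array design, of the groups compared and without a replicate, and that a higher fold change threshold can only lower a count. No correlation changed its sign, whereas in some comparisons the majority among the changed probes turned from higher to lower, or the reverse.

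None of the results moved by that much with the stricter filter on dim probes (32 results), with no fold change threshold (29 results) or, for addition at 96 h and 120 h at 216 h, with the difference before addition subtracted (2 results). With quantile normalisation, the counts were, for addition at 24 h, 794 from 144 h to 216 h; for addition at 96 h, 3 at 96 h and 119 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 253 at 24 h, 10 at 48 h, 39 at 96 h, 296 at 120 h and 2 at 144 h. With the normexp background and the 75th percentile, the counts were, for addition at 24 h, 216 at 24 h, 754 at 48 h, 17 at 96 h, 2182 at 120 h, 4665 at 144 h, 77 from 144 h to 216 h and 1123 for the change from 144 h to 216 h set against the control's; for addition at 96 h, 34 at 48 h, 322 at 120 h, 0 at 144 h, 1109 at 216 h, 166 from 144 h to 216 h and 0 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 28 at 24 h, 206 at 120 h, 3348 at 216 h and 49 from 144 h to 216 h; for the other comparisons, 274 between addition at 24 h and 96 h at 216 h, 2 between addition at 24 h and 120 h at 216 h, 222 between addition at 96 h and 120 h at 216 h, 3736 from 144 h to 216 h in the control and 62 in any comparison before addition; for the correlations, 0.81 between the changes at 216 h of addition at 24 h and 96 h and 0.75 between the changes at 216 h of addition at 96 h and 120 h. With the normexp background and quantile normalisation, the counts were, for addition at 24 h, 838 from 144 h to 216 h; for addition at 96 h, 2 at 96 h, 1388 at 120 h, 19 at 144 h and 246 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 490 at 24 h, 22 at 48 h, 15 at 96 h, 31 at 144 h and 223 for the change from 144 h to 216 h set against the control's; for the correlations, 0.84 between the changes at 216 h of addition at 24 h and 96 h and 0.77 between the changes at 216 h of addition at 96 h and 120 h. The log2 values of the authors gave for addition at 96 h, 2 at 96 h and 179 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 475 at 24 h, 16 at 48 h, 21 at 96 h, 418 at 120 h, 19 at 144 h and 157 for the change from 144 h to 216 h set against the control's; for the correlations, 0.83 between the changes at 216 h of addition at 24 h and 96 h and 0.77 between the changes at 216 h of addition at 96 h and 120 h. With no filter on dim probes, the counts were, for addition at 24 h, 3484 at 96 h. With each spot tested alone, the counts were, for addition at 96 h, 1 at 24 h.

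From only the arrays of the groups compared, the counts were, for addition at 24 h, 148 at 24 h, 0 at 96 h and 2871 from 144 h to 216 h; for addition at 96 h, 0 at 48 h, 645 at 120 h, 0 at 144 h, 0 at 216 h, 2 from 144 h to 216 h and 0 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 31 at 24 h, 0 at 120 h, 0 at 216 h and 0 from 144 h to 216 h; for the other comparisons, 0 between addition at 24 h and 120 h at 216 h, 0 between addition at 96 h and 120 h at 216 h and 31 in any comparison before addition. With array design as a covariate, the counts were, for addition at 120 h, 286 at 24 h and 0 at 120 h; for the other comparisons, 27 between addition at 24 h and 96 h at 216 h and 2 between addition at 96 h and 120 h at 216 h. With scan session as a block, the counts were, for addition at 96 h, 1605 at 48 h; for addition at 120 h, 65 at 24 h and 0 at 120 h; for the other comparisons, 27 between addition at 24 h and 96 h at 216 h, 2 between addition at 96 h and 120 h at 216 h and 1661 in any comparison before addition. Within one array design, the counts were, for addition at 24 h, 864 at 48 h, 267 at 96 h, 2832 at 120 h, 1829 at 144 h, 293 at 216 h and 6 for the change from 144 h to 216 h set against the control's; for addition at 96 h, 9 at 48 h, 325 at 120 h, 143 at 144 h, 3970 at 216 h and 281 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 46 at 24 h, 0 at 120 h and 0 at 216 h; for the other comparisons, 55 in any comparison before addition. The comparisons of addition at 96 h with the other 2 sets have no fit within one design. With the slide as a random block, the counts were, for addition at 24 h, 2230 from 144 h to 216 h; for addition at 96 h, 214 at 144 h and 29 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 361 from 144 h to 216 h. Taking the slide as a fixed block gave for addition at 24 h, 0 at 48 h, 4337 at 96 h, 5 at 120 h, 2950 at 144 h, 2898 at 216 h and 34 from 144 h to 216 h; for addition at 96 h, 2 at 96 h, 1251 at 120 h, 544 at 144 h, 253 from 144 h to 216 h and 80 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 1 at 48 h, 33 at 120 h, 154 at 216 h and 515 from 144 h to 216 h; for the other comparisons, 14 between addition at 24 h and 96 h at 216 h and 44 between addition at 96 h and 120 h at 216 h. The last could be fitted for 24 of 28 comparisons. Its comparisons of addition at 24 h and 120 h with the control rest on a link between slides that includes the outlying array. With an intensity trend and robust spread, the counts were, for addition at 96 h, 78 at 144 h and 7 for the change from 144 h to 216 h set against the control's. With array quality weights, the counts were, for addition at 24 h, 7730 at 24 h, 6596 at 48 h, 8330 at 120 h, 10616 at 216 h, 7580 from 144 h to 216 h and 7324 for the change from 144 h to 216 h set against the control's; for addition at 96 h, 1798 at 24 h, 4103 at 48 h, 5070 at 120 h, 12 at 144 h, 5606 at 216 h, 3123 from 144 h to 216 h and 188 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 5131 at 24 h, 1677 at 48 h, 1416 at 96 h, 6430 at 120 h, 298 at 144 h, 10927 at 216 h, 3915 from 144 h to 216 h and 5680 for the change from 144 h to 216 h set against the control's; for the other comparisons, 4084 between addition at 24 h and 96 h at 216 h, 3051 between addition at 24 h and 120 h at 216 h, 6914 between addition at 96 h and 120 h at 216 h and 9441 in any comparison before addition. At a log2 fold change over 1, the counts were, for addition at 24 h, 568 at 24 h, 1561 at 48 h, 2414 at 120 h, 4412 at 144 h, 3874 at 216 h and 701 from 144 h to 216 h; for addition at 96 h, 376 at 48 h, 1063 at 120 h and 967 at 216 h; for addition at 120 h, 304 at 120 h and 2887 at 216 h; for the other comparisons, 757 between addition at 24 h and 96 h at 216 h, 442 between addition at 96 h and 120 h at 216 h, 3494 from 144 h to 216 h in the control and 457 in any comparison before addition. With array brightness as a covariate, the counts were, for addition at 24 h, 534 at 24 h, 1886 at 48 h, 77 at 120 h, 3795 at 144 h, 3202 at 216 h and 130 from 144 h to 216 h; for addition at 96 h, 251 at 48 h, 1 at 120 h, 93 at 144 h and 0 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 432 at 24 h, 0 at 120 h and 1153 at 216 h; for the other comparisons, 149 between addition at 24 h and 96 h at 216 h and 0 between addition at 96 h and 120 h at 216 h. Without the outlying array, the counts were, for addition at 24 h, 1797 at 24 h, 505 at 96 h and 2612 from 144 h to 216 h; for addition at 96 h, 1639 at 48 h, 3764 at 120 h, 126 at 144 h, 1079 from 144 h to 216 h and 16 for the change from 144 h to 216 h set against the control's; for addition at 120 h, 230 at 24 h, 34 at 96 h, 1225 at 120 h, 28 at 144 h and 365 from 144 h to 216 h; for the other comparisons, 2218 between addition at 24 h and 96 h at 216 h, 99 between addition at 24 h and 120 h at 216 h, 1911 between addition at 96 h and 120 h at 216 h and 1889 in any comparison before addition.

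The replicate numbers do not pair the cultures, since only 8 of 36 pairs of sets at one sampling time had deviations from the group means that correlated above 0.1 (-0.38 to 0.43, median 0.02). With the replicate number as a replicate block, none of the 29 counts moved, and those at 216 h were 6359, 2209 and 5081 for addition at 24 h, 96 h and 120 h. The replicate block together with array design gave for addition at 24 h, 1755 at 48 h; for addition at 96 h, 26 at 144 h; for addition at 120 h, 223 at 24 h and 0 at 120 h; for the other comparisons, 0 between addition at 24 h and 96 h at 216 h and 0 between addition at 96 h and 120 h at 216 h. Arrays of one set and replicate number at different sampling times had a consensus correlation of 0.025. With this culture as a random block, none of the 29 counts moved, and those from 144 h to 216 h were 6003 in the control and 1574, 603 and 224 for addition at 24 h, 96 h and 120 h.

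With each replicate number left out in turn, of all treated sets or of the control, the counts ranged, with addition at 24 h, 61 (without treated replicate 2) to 2429 (without treated replicate 1) at 24 h, 898 (without treated replicate 2) to 2966 (without treated replicate 1) at 48 h, 160 (without treated replicate 1) to 4416 (without treated replicate 3) at 96 h, 2866 (without treated replicate 2) to 4509 (without control replicate 2) at 120 h, 5353 (without control replicate 2) to 7532 (without control replicate 1) at 144 h, 3585 (without control replicate 3) to 7632 (without control replicate 1) at 216 h, 5 (without treated replicate 3) to 1658 (without control replicate 1) from 144 h to 216 h and 671 (without treated replicate 3) to 2878 (without control replicate 1) for the change from 144 h to 216 h set against the control's; with addition at 96 h, 9 (without control replicate 1) to 1391 (without control replicate 2) at 48 h, 0 to 1 (without treated replicate 3) at 96 h, 23 (without treated replicate 2) to 2502 (without control replicate 2) at 120 h, 0 to 486 (without control replicate 3) at 144 h, 0 (without treated replicate 2) to 3970 (without control replicate 1) at 216 h, 22 (without treated replicate 2) to 2447 (without treated replicate 3) from 144 h to 216 h and 0 to 281 (without control replicate 1) for the change from 144 h to 216 h set against the control's; with addition at 120 h, 3 (without treated replicate 2) to 652 (without treated replicate 3) at 24 h, 0 to 36 (without control replicate 1) at 48 h, 0 to 249 (without control replicate 1) at 96 h, 0 to 2342 (without treated replicate 3) at 120 h, 0 to 369 (without control replicate 1) at 144 h, 779 (without treated replicate 2) to 6689 (without treated replicate 3) at 216 h, 46 (without treated replicate 1) to 282 (without treated replicate 2) from 144 h to 216 h and 0 to 1867 (without treated replicate 3) for the change from 144 h to 216 h set against the control's. The ranges were, for the other comparisons and the correlations, 34 (without treated replicate 2) to 1540 (without control replicate 1) between addition at 24 h and 96 h at 216 h, 0 (without treated replicate 2) to 50 (without control replicate 3) between addition at 24 h and 120 h at 216 h, 0 (without treated replicate 2) to 2531 (without treated replicate 3) between addition at 96 h and 120 h at 216 h, 3513 (without control replicate 3) to 6230 (without treated replicate 1) from 144 h to 216 h in the control, 25 (without treated replicate 2) to 1417 (without control replicate 2) in any comparison before addition, 0.66 to 0.84 (without control replicate 1) between the changes at 216 h of addition at 24 h and 96 h, 0.88 (without treated replicate 1) to 0.95 (without control replicate 1) between the changes at 216 h of addition at 24 h and 120 h and 0.55 (without control replicate 3) to 0.79 (without control replicate 1) between the changes at 216 h of addition at 96 h and 120 h. No probe was called at 24 h with addition at 96 h in any of these fits. Where a fit left out a replicate and limma called 0 probes, between 413 and 3250 had an unadjusted p under 0.05, and in the other alternatives with 0 calls between 208 and 5257.

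The share of higher among changed probes moved by over 10 percentage points with another scaling in the following comparisons, among those with at least 20 changed probes in both fits: with addition at 24 h at 96 h (80.5% as reported), 33.5% with quantile normalisation, 44% with normexp and quantile normalisation and 43.3% with the authors' values; with addition at 24 h at 120 h (56.3% as reported), 45.4% with quantile normalisation and 46.2% with the authors' values; with addition at 96 h at 48 h (80.1% as reported), 53.4% with quantile normalisation, 53.1% with normexp and quantile normalisation and 52.2% with the authors' values; with addition at 96 h at 120 h (57.1% as reported), 33.4% with quantile normalisation, 37.5% with normexp and quantile normalisation and 39.3% with the authors' values; with addition at 120 h at 24 h (48.6% as reported), 37.2% with quantile normalisation and 25% with normexp and the 75th percentile; with addition at 24 h from 144 h to 216 h (51.8% as reported), 72.8% with quantile normalisation, 68.1% with normexp and quantile normalisation and 69.2% with the authors' values; with addition at 24 h at 24 h (45.4% as reported), 64.8% with normexp and the 75th percentile; with addition at 24 h at 144 h (50.2% as reported), 62.6% with normexp and the 75th percentile; with addition at 24 h for the change from 144 h to 216 h set against the control's (48.2% as reported), 36% with normexp and the 75th percentile; with addition at 120 h at 120 h (84.5% as reported), 72% with normexp and quantile normalisation and 72.7% with the authors' values; between addition at 96 h and 120 h at 216 h (34.3% as reported), 45.5% with normexp and quantile normalisation and 46.6% with the authors' values. Among those with fewer, 5 higher and 12 lower probes at 96 h with addition at 24 h, and 0 higher and 2 lower between addition at 24 h and 120 h at 216 h, were called with normexp and the 75th percentile. For the change from 144 h to 216 h set against the control's with addition at 96 h, 0 higher and 3 lower as reported became 64 and 55 with quantile normalisation, 116 and 130 with normexp and quantile normalisation, and 82 and 97 with the authors' values. In the alternatives other than scalings, the share moved by over 10 percentage points in 67 of 457 values with at least 20 changed probes in both fits, and in 18 of these the majority turned round. For the comparisons with the control at 216 h, 3.4% were higher within one array design and 81.8% with the slide as a fixed block with addition at 24 h (54.1% as reported), 30.7% without treated replicate 3 and 33.8% with the difference before addition subtracted with addition at 96 h (49.4% as reported), and 85.7% with the slide as a fixed block with addition at 120 h (54.4% as reported). The scalings shift the median log2 fold change over all probes by different amounts, at most 0.19 as reported, 0.12 with quantile normalisation, 0.50 with normexp and the 75th percentile, 0.06 with normexp and quantile normalisation and 0.06 with the authors' values.

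For the 4 named probes in the 3 sets at 216 h, 292 of 344 alternative values kept their side of the threshold, 36 were no longer past it, 16 came to lie past it and 0 reversed. With addition at 24 h the log2 fold changes ranged from 1.32 to 4.22 (CUST_5902), 1.64 to 4.70 (CUST_19746), -6.50 to -2.64 (CUST_15933) and -6.40 to -2.86 (CUST_15930).

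Not run were the median over a gene's probes and all alternatives for the *pgm* and *asp-melanin* genes, for windows of neighbouring genes and for regulators, since no probe is assigned to a gene here. Between 69.7% and 98.3% of the probes of an array were well above background, and for the others the signal limits what a fold change can show.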

Differences from the paper's values

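The comparison of gene lengths was chosen after the annotation had been read, and no test was run on it. The annotated length of *pgmA* (ATEG_06206) in assembly ASM14961v1 is 3008 bp, whereas the paper's length is 7232 bp. For *pgmC* (ATEG_06204) the annotated length is 805 bp and the paper's is 1443 bp, and for *pgmR* (ATEG_06205) 796 bp and, in the paper, 1284 bp. None of the alternatives set before the data were examined applies to an annotated length, so none tests these differences. The paper itself describes *pgmA* as incompletely annotated, and takes its longer length from a GENSCAN prediction and its transcript data. It states that the database sequences of *pgmC* and *pgmR* were modified with GENSCAN as well. The longer lengths of these genes are therefore the paper's own revision of the annotation. Of the 11 genes of the paper's Table 1, 6 have the annotated length. The differences were smaller for *pgmB* (ATEG_06203), with 1133 bp annotated and 1448 bp in the paper, and for *tyrP* (ATEG_03564), with 922 bp and 1230 bp. The space between *pgmR* and *pgmD* in the annotation is 8755 bp, of which the paper's length of *pgmA* would take 82.6%.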

Other observations

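The test of cultures running behind the control, with its correlations and lags, and the fit without the outlying array were chosen only after the results had been seen.

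Over the whole array, the count of changed probes with addition at 24 h was 7200 at 144 h and 6368 at 216 h. Which was larger depended on the fit, since the count at 216 h was the larger one with quantile normalisation (with or without normexp), array quality weights and without treated replicate 3 or control replicate 1. With addition at 96 h it was 2291 at 120 h and 2199 at 216 h, and this order turned too, to 325 and 3970 within one array design, 322 and 1109 with the normexp background and the 75th percentile, and 1 and 2093 with array brightness as a covariate. The paper's statement that the effect was most significant in the late growth phase concerns the *pgm* and *asp-melanin* genes, which are not analysed here. Of the 10 splits of the 6 arrays of a comparison, the number that gave at least as many probes was, with addition at 24 h, 1 at 24 h, 1 at 48 h, 5 at 96 h, 1 at 120 h and 1 at 144 h. With addition at 96 h it was 10 at 96 h, 1 at 120 h and 3 at 144 h, and with addition at 120 h it was 1 at 120 h and 10 at 144 h. The real split is included, and 10 splits are too few to exclude chance whatever they give. At 96 h with addition at 24 h, the split that set the outlying array and control replicates 2 and 3, both of the original design, against the others gave 4478 probes. There, 267 were called within one array design and 160 without treated replicate 1, the outlying array and its fellows of that number.

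From 144 h to 216 h, 5904 probes changed in the control, 1286 with addition at 24 h, 550 with addition at 96 h and 195 with addition at 120 h. As many were given by 1, 1, 3 and 1 of the 10 splits of the arrays, too few to exclude chance. Without control replicate 3 the control's count was 3513, without treated replicate 3 that with addition at 24 h was 5 and that with addition at 96 h 2447, and without treated replicate 1 that with addition at 120 h was 46.

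Cultures with butyrolactone I may run behind the control in the growth course. Each array was placed on the course of the control means between 24 h and 216 h. At 216 h the arrays with addition at 24 h lay at 113 to 132 h on that course, those with addition at 96 h at 179 to 187 h and those with addition at 120 h at 114 to 195 h, while the control arrays lay at 185 to 216 h. The mean lag was 65.3 ± 33.7 h (SD, n = 9 treated arrays) against 11.0 ± 17.3 h (n = 3 control arrays), and at 144 h 17.1 ± 25.2 h against 1.3 ± 14.2 h (n = 9 and 3). No p is given for these lags, because the course is made from the control arrays, each left out of the mean at its own time only, and because it ends at 216 h, where no lag can be negative. On a course of the control arrays of the same design alone, 1 or 2 per time, the positions at 216 h were 106 to 129 h, 169 to 178 h and 107 to 209 h for addition at 24 h, 96 h and 120 h. Of the 18 treated arrays at both times, 15 were nearest to an earlier sampling time of the control, 2 to their own and 1 to a later one, and the 6 control arrays to their own. At 48 h the arrays with addition at 24 h lay ahead, at 62 to 74 h against 39 to 61 h for the control. At 120 h they lay at 96 to 99 h, and those with addition at 96 h at 96 to 100 h. The control arrays then lay at 105 to 133 h, and replicates 1 and 2 were nearest to 144 h and 96 h. A lag from the addition on is therefore not shown for addition at 24 h. Across probes, the difference from control replicate 1 at 216 h with addition at 96 h correlated at -0.34 with the change from 144 h to 216 h in control replicates 2 and 3, as a lag would give, and in the other sets and with the control replicates exchanged this r was between -0.66 and -0.41. With changes taken from another treated set it was between -0.52 and -0.21. The lag stays open as an explanation, because at most 3 control cultures define the course, and a slower culture, the solvent and a direct effect of butyrolactone I would all give it.

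The array of replicate 1 at 96 h with addition at 24 h lies apart from the others, with a distance of 1.76 (log2, root mean square) to the nearest group mean against at most 0.64 for the other 71 arrays. A wrong sample label is argued against, since no group of the experiment lies near it, although an outside sample was not tested. Its 98.3% of probes well above background lie above the 69.7% to 88.7% of the other arrays, and it has 1302 outlier spots against at most 198, whereas its SD between paired spots, here as the root mean square over its probes, was 0.21 and lies within their range of 0.18 to 0.58. Against the other 2 replicates, the probes in the lowest of 4 equal groups by signal were higher by 3.26 (median, log2) and those in the next by 1.17, while the upper 2 groups were at -0.04 and -0.65. A failed hybridisation is a candidate explanation, since the 1302 outlier spots are what it needs, but the detection rate and the paired spots are not, and a difference of the culture stays open as well. Without this array 505 probes, in place of 2246, differed from the control at 96 h. No biological explanation was tested.

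The changes at 216 h correlated across the 18091 probes without missing values between the sets, at Pearson's r = 0.74 (Spearman's 0.71) for addition at 24 h and 96 h, 0.93 (0.92) for 24 h and 120 h and 0.66 (0.60) for 96 h and 120 h. Probes are not independent replicates, and the sets share their control arrays. In 100 simulations without any effect, with independent noise for each probe and a simulated control shared by both sets, the median r was 0.50 and the largest 0.52 (Spearman's median 0.47). This value follows from the shared control alone. Differences shared across probes, such as those of design, slide or culture, were not simulated, so 0.52 is no upper bound for real arrays without an effect. With 1 replicate number left out, of the control or of all treated sets, the 3 correlations ranged from 0.66 to 0.84, 0.88 to 0.95 and 0.55 to 0.79. With the authors' processed values they included 0.83 for 24 h and 96 h and 0.77 for 96 h and 120 h. The 2 sets on the same array design had the largest.

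In assembly ASM14961v1, *melA* (ATEG_03563) and *tyrP* (ATEG_03564) are neighbours, with annotated lengths of 2779 bp and 922 bp, a gap of 1426 bp and 5127 bp in all. The paper's length of *tyrP* is 1230 bp.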
